# Spatiotemporal and Functional Heterogeneity of Hematopoietic Stem Cell-Competent Hemogenic Endothelial Cells in Mouse Embryos

**DOI:** 10.3389/fcell.2021.699263

**Published:** 2021-08-11

**Authors:** Yun-Qiao Li, Yandong Gong, Siyuan Hou, Tao Huang, Haizhen Wang, Di Liu, Yanli Ni, Chaojie Wang, Junliang Wang, Jun Hou, Ruichuang Yang, Jing Yan, Guangyu Zhang, Bing Liu, Yu Lan

**Keywords:** hematopoietic stem cells, hemogenic endothelial cells, heterogeneity, developmental hematopoiesis, single-cell RNA-sequencing

## Abstract

Hematopoietic stem cells (HSCs) are derived from hemogenic endothelial cells (HECs) during embryogenesis. The HSC-primed HECs increased to the peak at embryonic day (E) 10 and have been efficiently captured by the marker combination CD41^–^CD43^–^CD45^–^CD31^+^CD201^+^Kit^+^CD44^+^ (PK44) in the aorta-gonad-mesonephros (AGM) region of mouse embryos most recently. In the present study, we investigated the spatiotemporal and functional heterogeneity of PK44 cells around the time of emergence of HSCs. First, PK44 cells in the E10.0 AGM region could be further divided into three molecularly different populations showing endothelial- or hematopoietic-biased characteristics. Specifically, with the combination of Kit, the expression of CD93 or CD146 could divide PK44 cells into endothelial- and hematopoietic-feature biased populations, which was further functionally validated at the single-cell level. Next, the PK44 population could also be detected in the yolk sac, showing similar developmental dynamics and functional diversification with those in the AGM region. Importantly, PK44 cells in the yolk sac demonstrated an unambiguous multilineage reconstitution capacity after *in vitro* incubation. Regardless of the functional similarity, PK44 cells in the yolk sac displayed transcriptional features different from those in the AGM region. Taken together, our work delineates the spatiotemporal characteristics of HECs represented by PK44 and reveals a previously unknown HSC competence of HECs in the yolk sac. These findings provide a fundamental basis for in-depth study of the different origins and molecular programs of HSC generation in the future.

## Introduction

As the cornerstone of the adult hematopoietic system, self-renewal and multilineage hematopoietic differentiation are the dominant features of hematopoietic stem cells (HSCs). HSCs are widely proposed to be derived from a special subgroup of endothelial cells, called hemogenic endothelial cells (HECs), in the aorta-gonad-mesonephros (AGM) region around embryonic day (E) 10.0 through the endothelial-to-hematopoietic transition (EHT) process. It is widely proposed that HECs express CD47, CD61, and Dll4 (Huang et al., 2016; Zhou et al., 2016) in addition to pan-endothelial markers such as Flk1 and VE-Cadherin (Yamashita et al., 2000; Yokomizo and Dzierzak, 2010; Hadland et al., 2017) but lack the expression of hematopoietic markers CD41, CD43, and CD45 (Taoudi et al., 2005; Swiers et al., 2013). The expression of Runx1, a transcription factor critically required for the process of EHT (Chen et al., 2009; Swiers et al., 2013; Gao et al., 2018; Lie et al., 2018), represents a hallmark of HECs. Based on this, *Runx1* + *23GFP* (GFP transgene on the Runx1 + 23 enhancer locus) transgenic reporter mouse model has been established to enrich HECs for molecular/phenotypic and functional analyses (Swiers et al., 2013). Similarly, *Gfi1-Tomato* transgenic mice are used to delineate the process of EHT (Thambyrajah et al., 2016). However, the enrichment with the surface markers or transgenic reporters mentioned above is insufficient, and the HSC competence of HECs has not been directly confirmed.

Recently, we elucidated the precise identity of HSC-primed HECs by high-precision single-cell transcriptomic profiling. With *in vivo* functional validation, we identified the PK44 (CD41^–^CD43^–^CD45^–^CD31^+^CD201^+^Kit^+^CD44^+^) population as HSC-competent HECs (Hou et al., 2020). Additionally, functional heterogeneity of the PK44 population was revealed *in vitro* at the single-cell level, involving three kinds of differentiation potentials, namely, only endothelial potential, endothelial-hematopoietic dual potential, and only hematopoietic potential (Hou et al., 2020). Nevertheless, the characteristics of these heterogeneous subpopulations within immunophenotypic PK44 cells remain unclear and deserve further investigation.

Whether the hematopoietic cells produced by the extra-embryonic yolk sac can sustain hematopoiesis during the lifespan has long been debated (Samokhvalov et al., 2007; Lee et al., 2016). The blood circulation in embryos precludes the possibility of precisely addressing if the yolk sac can *in situ* produce HSCs (Cumano et al., 2001). It is known that HECs also exist in the extra-embryonic yolk sac besides the intra-embryonic AGM region (Frame et al., 2016; Lee et al., 2016). Considering that PK44 efficiently enriches HSC-primed HECs in AGM, the performance of the immunophenotypic PK44 population in the yolk sac is worthy of investigation.

Index sorting is a very innovative mode of flow cytometry that can capture the expression profiles of multiple proteins of each sorted cell (Schulte et al., 2015). The characteristics of index sorting make it useful in exploring immunophenotypes of populations with a specific functional readout. In this study, we focus on the hematopoietic potential of PK44 cells, and we achieved further enrichment of the hematopoietic potential within PK44 cells in the AGM region using additional surface markers by the index sorting function. We also explored the spatiotemporal and functional heterogeneity of AGM and yolk sac PK44 populations. Our findings in total shed light on the in-depth understanding of HSC emergence during embryogenesis.

## Materials and Methods

### Mice

All the mice used in the experiment were raised in the Laboratory Animal Center of Academy of Military Medical Sciences. The experimental operation of mice was carried out with the approval of the Animal Care and Use Committee of the Institute. All mice were maintained on C57BL/6 background. Embryos were staged by somite pair (sp) counting: E9.5, 21-30 sp; E10.0, 31-35 sp; E10.5, 36-40 sp; and E11.0, 41-45 sp. For E9.5 embryos, the caudal half was dissected under the heart with the limbs removed. For embryos older than E10.0, the AGM region was dissected as previously reported (Hou et al., 2020).

### Flow Cytometry

Cells were analyzed and sorted by flow cytometers FACS Aria 2 and Calibur (BD Biosciences), and the data were analyzed with FlowJo software (Tree Star). Cells were stained by the following antibodies: B220 (eBioscience, RA3-6B2), CD3 (eBioscience, 145-2C11), CD4 (eBioscience, GK1.5), CD8 (eBioscience, 53-6.7), CD19 (eBioscience, eBio1D3), CD31 (BD or BioLegend, MEC13.3), CD34 (eBioscience, RAM34), CD41 (BD or eBioscience, MWReg30), CD43 (BD, S7), CD44 (eBioscience or BioLegend, IM7), CD45 (eBioscience, 30-F11), CD45.1 (eBioscience, A20), CD45.2 (eBioscience, 104), CD47 (eBioscience, miap301), CD49d (Biolegend, R1-2), CD93 (eBioscience, AA4.1), CD133 (Biolegend, 315-2C11), CD146 (BD, ME-9F1), CD201 (eBioscience, eBio1560), CD304 (Biolegend, 3E12), Flk1 (eBioscience, Avas12a1), Flk2 (Biolegend, A2F10), F4/80 (Biolegend, 93), Kit (eBioscience, 2B8), Ly-6G (BioLegend, 1A8), Mac-1 (eBioscience, M1/70), Sca-1 (eBioscience, D7), Ter119 (BD, TER-119), and 7-amino- actinomycin D (7-AAD; eBioscience).

### Colony Forming Unit-Culture (CFU-C) Assay

Cells were sorted by flow cytometry and cultured in a 35 mm Petri dish containing 2.5 mL methylcellulose-based medium with recombinant cytokines (MethoCult GF M3434, STEMCELL Technologies) for 7 days for the colony-forming assay. Hematopoietic colonies were scored individually by microscope.

### *In vitro* Hematopoietic and Endothelial Potential Assay

Cells were sorted by the FACS Diva 8 “index sorting” function in single-cell mode and were then individually plated on OP9-DL1 stromal cells in IMDM (Hyclone) containing 1% bovine serum albumin (Sigma), 10 μg/mL insulin (Macgene), 15% fetal bovine serum (Hyclone), 5.5 × 10^–5^ mol/L 2-mercaptoethanol (Gibco), and 200 μg/mL transferrin (Sigma), 50 ng/mL SCF (PeproTech) and 100 ng/mL rhVEGF-165 (PeproTech). After 7 days co-culture with OP9-DL1, cells were fixed in 2% paraformaldehyde for 20 min and then stained with CD45 antibody (BD Biosciences). Subsequently, CD31 (BD Pharmingen, MEC13.3) immunohistochemistry staining was performed. When only CD31^+^ endothelial tubes were detected, the single cell plated in the well was considered to have only endothelial potential. When CD45^+^ round cells but no CD31^+^ endothelial tubes were detected, the single cell plated in the well was considered to have only hematopoietic potential. When both CD31^+^ endothelial tubes and CD45^+^ round cells were simultaneously detected in the same single-cell well, the plated cell was considered to have both endothelial and hematopoietic potential (Hou et al., 2020).

### OP9-DL1 Co-culture and HSC Transplantation Assay

To investigate the HSC potential of the PK44 population in E10.0 AGM and yolk sac, male CD45.1/1 mice were mated with female CD45.2/2 mice to obtain CD45.1/2 embryos, which were used as donors for PK44 cells. PK44 cells were sorted and plated on OP9-DL1 stromal cells in α-MEM (Gibco) containing 10% fetal bovine serum (Hyclone), 2 mM glutamine (Hyclone), 100 U/mL penicillin, and 100 mg/mL streptomycin (Hyclone) and cytokines (100 ng/mL SCF, 100 ng/mL Flt3 ligand, and 100 ng/mL IL-3, all from PeproTech) as we previously reported (Hou et al., 2020). After 7 days of co-culture, all cells in each well were collected (with trypsin digestion), and the culture progenies together with 2 × 10^4^ nucleated fresh bone marrow carrier cells (CD45.1/1 background) were injected into 10- to 12-week female recipients (CD45.2/2 background), which were exposed to a split dose of 9 Gy γ-irradiation (^60^Co) via tail vein. Peripheral blood cells of recipients were detected by flow cytometry at 4, 8, 12, and 16 weeks post-transplantation, respectively, to determine the chimerism. The recipients demonstrating ≥5% donor-derived chimerism in CD45^+^cells of peripheral blood were counted as successfully reconstituted. Multiorgan and multilineage reconstitution were analyzed as reported (Hou et al., 2020).

### Preprocessing Single-Cell RNA-Seq Data

For scRNA-seq data from modified STRT-seq, raw reads of each cell were first split by a specific barcode sequence attached in Read 2. The template switch oligo (TSO) sequence and polyA tail sequence were trimmed for the corresponding Read 1 after UMI information was aligned to it. Subsequently, reads with adapter contaminants or low-quality bases (N > 10%) were discarded. Next, the stripped Read 1 sequences were aligned to mm10 mouse transcriptome (UCSC) using Hisat2 (version 2.1.0) (Kim et al., 2015). Uniquely mapped reads were counted by HTSeq package (Anders et al., 2015) and grouped by the cell-specific barcodes. Duplicated transcripts were removed based on the UMI information for each gene. Finally, for each individual cell, the copy number of transcripts of a given gene was the number of the distinct UMIs of that gene. To filter low-quality cells, count values for each cell were first grouped in an expression matrix, and only cells with more than 2000 genes and 10,000 transcripts detected were retained. Also, cells with too many raw reads (> 1,000,000) and genes (> 10,000) were excluded because these cells might not be real single cells.

### Cell Type Detection and Dimensionality Reduction

Downstream analysis for well-based modified STRT-seq—such as data normalization, clustering, differential expression analysis, principal component analysis (PCA), and Uniform Manifold Approximation and Projection (UMAP) analysis—were implemented using the R package Seurat 2 and monocle 2. Harmony was employed to integrate AGM and yolk sac data.

### Differentially Expressed Genes (DEGs) and Cluster Biomarker Identification

DEGs were identified by running the “FindAllMarkers” function using ROC test (Figure 2) or Wilcoxon rank sum test (Figure 5) in Seurat 2. High-confidence surfaceome proteins identified in the Cell Surface Protein Atlas were marked as surface molecules. All DEGs of specific clusters and the surface proteins list are listed in the Supplementary Tables 1, 2.

### Gene Ontology (GO) Analysis

To interpret the biological meaning of DEGs, GO analyses were performed by clusterProfiler using all the DEGs, and then, the top 10 GO terms with *P* value < 0.05 were selected for visualization using bar plots.

### Endothelial and Hematopoietic Feature Score

The endothelial and hematopoietic feature score was assigned to each cell by using the “AddModuleScore” function in Seurat. Fifteen representative endothelial genes (*Gja4*, *Unc5b*, *Mecom*, *Hey1*, *Efnb2*, *Dll4*, *Vegfc*, *Epas1*, *Cxcr4*, *Igfbp3*, *Nr2f2*, *Aplnr*, *Nrp1*, *Nrp2*, *Pecam1*) (Chong et al., 2011; Corada et al., 2014; Simons and Eichmann, 2015; Su et al., 2018) and eight representative hematopoietic genes (*Adgrg1*, *Ikzf2*, *Bcl11a*, *Runx1*, *Neurl3*, *Angpt1*, *Gfi1*, *Hlf*) (Zhou et al., 2016; Hou et al., 2020) were selected to calculate the endothelial and hematopoietic feature score for each cell, respectively.

### Statistical Analysis

All statistical analyses were conducted in R version 3.5.0. ROC analysis and two sample Wilcoxon rank sum tests were employed for comparisons of gene expression levels between two clusters of cells. GO biological process enrichment analyses were performed using clusterProfiler. We referred to statistically significant as *P* < 0.05 (if not specified).

## Results

### Transcriptomically Different Subpopulations in AGM PK44 Cells

According to a graph-based unsupervised clustering approach from Seurat software, 93 E10.0 AGM PK44 cells from our previous scRNA-seq dataset that had passed rigorous quality control were separated into three clusters (Hou et al., 2020) (Figure 1A). The endothelial-biased subpopulation was readily recognized by the obvious *Nrp1* and *Gja4* expression (Chong et al., 2011; Corada et al., 2014; Simons and Eichmann, 2015; Su et al., 2018). The hematopoietic-biased cluster was featured by its relatively high expression of *Spi1* (Thambyrajah et al., 2016; Hou et al., 2020). The remaining one was named the transitional population given its moderate expression level of endothelial and hematopoietic genes (Figure 1A–C). Then, the three subpopulations were analyzed by Gene Ontology, and it was found that the endothelial-biased subpopulation enriched genes were mainly involved in angiogenesis and regulation of vasculature, and the genes enriched in hematopoietic-biased subpopulation were mainly related to positive regulation of cell adhesion, B cell differentiation, and regulation of T cell activation (Figure 1D). Taken together, these results suggested the existence of molecular heterogeneity within AGM PK44 population.

**FIGURE 1:**
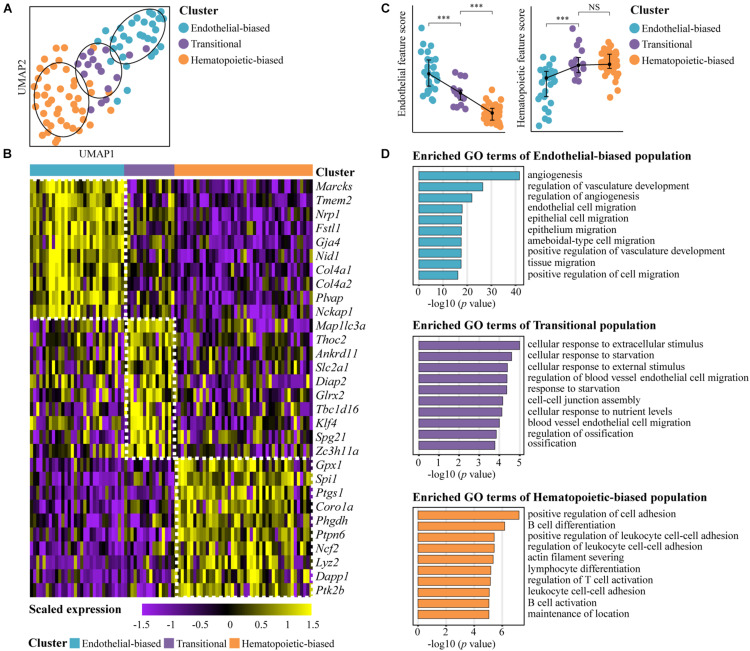
Transcriptomically different subpopulations in E10.0 AGM PK44 cells. **(A)** UMAP plots of the E10.0 AGM PK44 cells with clusters mapped onto it. **(B)** Heatmap showing top 10 DEGs of three subpopulations (endothelial-biased, transitional, and hematopoietic-biased population) in E10.0 AGM PK44 cells. DEGs were sorted by ROC power calculated through FindallMarkers function (test.use = “roc”) in Seurat2. **(C)** Dot plot showing the endothelial and hematopoietic scores of E10.0 AGM PK44 cells in three subpopulations to, respectively, represent the endothelial and hematopoietic characteristics molecularly. The statistical significance of differences was determined using Wilcox test. ^∗∗∗^*P* < 0.001. **(D)** Enriched GO terms of three subpopulations in E10.0 AGM PK44 cells and top 10 terms with *P* value < 0.05 are shown.

### Further Enrichment of Hematopoietic Potential by Additional Marker Within AGM PK44 Cells

Based on the transcriptomic analysis, we explored whether the endothelial- or hematopoietic-biased subpopulation could be further enriched by additional surface markers. First, we ranked the differentially expressed surface markers according to ROC power and fold change for antibody screening (Figure 2A). Among these molecules, endothelial markers *Nrp1*, *Kdr*, and *Tek* were highly expressed in the endothelial-biased subpopulation (Shalaby et al., 1997; Takakura et al., 1998; Yamashita et al., 2000; Simons and Eichmann, 2015), whereas *CD47* and *Kit* were overrepresented in the hematopoietic-biased subpopulation (North et al., 2002; Taoudi et al., 2005; Zhou et al., 2016; Hou et al., 2020). No surface marker was screened out being highly expressed in the transitional subpopulation (Figure 2A).

**FIGURE 2:**
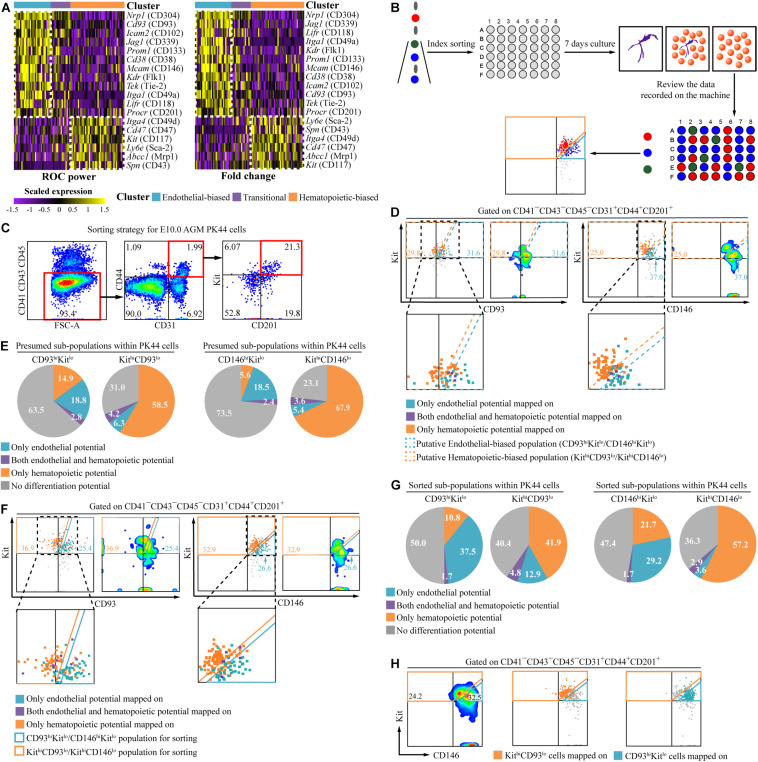
Functionally different subpopulations within E10.0 AGM PK44 cells. **(A)** Heatmap showing the differentially expressed surface marker coding genes of the subpopulations in E10.0 AGM PK44 cells arranged by ROC power (left) and fold change (right), respectively. For the convenience of FACS labeling and live cell sorting, only genes coding cell surface proteins whose antibodies for FACS labeling are also commercially available in China within the DEG list are displayed. **(B)** Schematic experimental design of screening candidate molecules by index sorting. **(C)** Flow cytometry gating strategy for isolating PK44 population (CD41^–^ CD43^–^ CD45^–^ CD31^+^CD44^+^ Kit^+^CD201^+^) from the E10.0 AGM region. **(D)** FACS plots showing expression of Kit and CD93/CD146 on the index-sorted E10.0 AGM PK44 cells. Cells with different kinds of potentials based on *in vitro* functional evaluation (color dots) are mapped onto the reference FACS plots (gray dots). Data are from four independent experiments. The enlarged views of dashed black boxes are shown below. **(E)** Pie charts showing the proportions of four differentiation potentials in the putative subpopulations. **(F)** FACS plots showing expression of Kit and CD93/CD146 on the index-sorted candidate subpopulations of E10.0 AGM PK44 cells. Cells with different potentials based on *in vitro* functional evaluation (color dots) are mapped onto the reference FACS plots (gray dots). Data are from four independent experiments. The enlarged views of dashed black boxes are shown below. **(G)** Pie charts showing the proportions of four differentiation potentials in each of the isolated subpopulations. **(H)** FACS plots of Kit and CD146 expression with the indicated subpopulations mapped on. Orange boxes indicate the gates of the Kit^hi^CD146^lo^ subpopulation; cyan boxes indicate the gates of the CD146^hi^Kit^lo^ subpopulation.

Next, we tried several predicated surface markers in the following functional assays, including the ones highly expressed in the endothelial-biased subpopulation, CD304, Flk1, CD93, and CD146, and those highly expressed in the hematopoietic-biased subpopulation, CD47 and CD49d (Figure 2A). We, respectively, added each of these selected surface markers to PK44 combination and used the index sorting function to sort individual PK44 cells into 48-well plates with one cell per well (Figures 2B,C). After co-culture with OP9-DL1 for 7 days, the cultures were stained with CD45 and CD31 to determine the presence of hematopoietic clusters and endothelial tubes, respectively (Supplementary Figure 1A) (Hou et al., 2020). The number and proportion of cells with only endothelial potential, endothelial-hematopoietic dual potential, and only hematopoietic potential were counted (Supplementary Figure 1A), and these were generally in line with that in our previous report (Hou et al., 2020). By retrospectively analyzing the corresponding expression of the selected markers on each cell via index sorting data (Figure 2B), we identified CD93 and CD146 as candidates, which could further distinguish the cells with different potentials within PK44 population (Figures 2D,E and Supplementary Figure 1B), and excluded Flk1, CD304, CD47, and CD49d given their poor performance in further discriminating endothelial- or hematopoietic-biased subpopulations (Supplementary Figure 1D). In detail, cells with different potentials were basically separated on the plots when displaying the expression of Kit and one other candidate (CD93 or CD146) (Figure 2D). The cells with hematopoietic potential showed relatively high expression of Kit and low expression of the two candidates (CD93 or CD146) and were, thus, abbreviated as Kit^hi^CD93^lo^ and Kit^hi^CD146^lo^. On the other hand, the endothelial potential was concentrated in the subpopulation with relatively high expression of the candidates (CD93 or CD146) and low expression of Kit (abbreviated as CD93^hi^Kit^lo^ and CD146^hi^Kit^lo^) (Figures 2D,E and Supplementary Figures 1B,E).

To determine whether these two combinations could prospectively enrich potential-biased subpopulations, we, respectively, sorted Kit^hi^CD93^lo^, CD93^hi^Kit^lo^, Kit^hi^CD146^lo^, and CD146^hi^Kit^lo^ subpopulations within the PK44 population according to their expression patterns on FACS for *in vitro* single-cell functional evaluation (Figure 2F). When the differentiation potential of these cells was retrospectively projected on the FACS plots, the bias of potential for the subpopulations was clearly observed (Figures 2F,G). In detail, the proportions of cells with hematopoietic progenies in the Kit^hi^CD93^lo^ (52/124 ≈ 41.9%) and Kit^hi^CD146^lo^ (79/138 ≈ 57.2%) subpopulations were about 3.9- and 2.6-fold higher than those in the CD93^hi^Kit^lo^ (13/120 ≈ 10.8%) and CD146^hi^Kit^lo^ (26/120 ≈ 21.7%) subpopulations, respectively (Figure 2G and Supplementary Figures 1C,F). Compared with that of PK44 population without subdividing (Supplementary Figure 1A), the enrichment efficiency of the Kit^hi^CD93^lo^ and Kit^hi^CD146^lo^ combinations for the hematopoietic potential increased about 1.3- and 1.7-fold, respectively (Supplementary Figure 1F). Expectedly, the similarity between Kit&CD93 and Kit&CD146 combinations to discriminate two potential-biased subpopulations was observed (Figure 2H). Interestingly, both endothelial- and hematopoietic-biased subpopulations, either index-sorted or prospectively isolated, comprise a small proportion of cells with endothelial-hematopoietic dual potential (1.7%–4.8%), which stood for a transient intermediate state of the cells undergoing fate choice (Hou et al., 2020) (Figures 2E,G). The existence of this rare potential suggests that the PK44 population is a continuum for the EHT process. Collectively, we further caught the subpopulations with either endothelial- or hematopoietic-biased characteristics by markers screened out from transcriptomic data.

### Developmental Dynamics of the Immunophenotypic PK44 Cells in AGM and Yolk Sac

We then analyzed the spatiotemporal expression characteristics of the immunophenotypic PK44 populations in AGM and yolk sac from E9.5 to E11.0 at an interval of half a day, around the time of emergence of HSCs (Figure 3A). The proportion of the PK44 population in the AGM/caudal half region increased from E9.5 to a peak at E10.0, reaching 0.45% (1:222), and then decreased gradually. In comparison, this proportion in the yolk sac was highest at E9.5, reaching 0.43% (1:233) (Figures 3A,B). For absolute quantities, both AGM and yolk sac PK44 populations reached the peak at E10.0, which were 95 ± 5 and 135 ± 13 and then met a gradual drop (Figure 3B). The previously unknown expression profile of the immunophenotypic PK44 cells in yolk sac provide a basis for the following *in vitro* and *in vivo* functional experiments.

**FIGURE 3:**
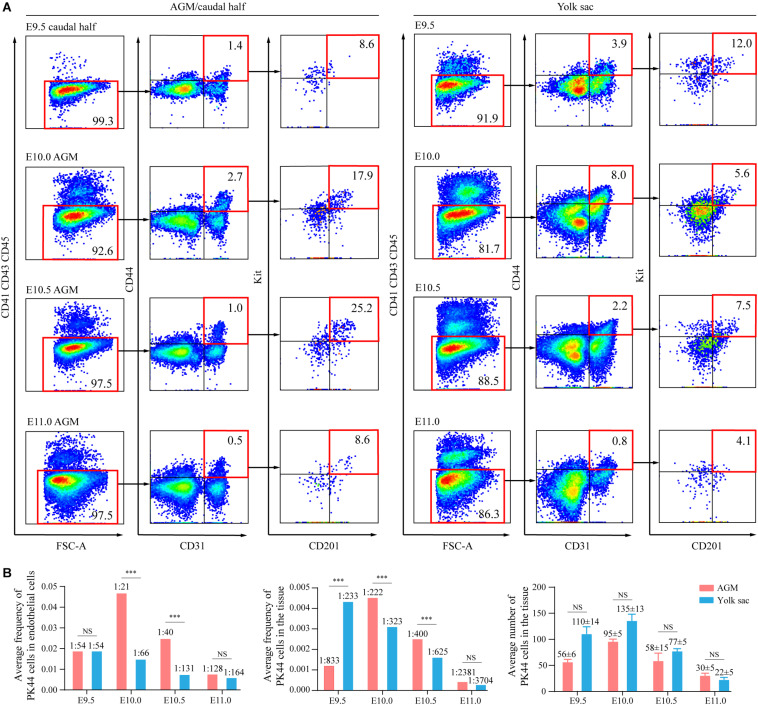
Developmental dynamics of the immunophenotypic PK44 cells in AGM and yolk sac. **(A)** Representative FACS plots for AGM/caudal half and yolk sac PK44 cells from E9.5 to E11.0. **(B)** Graphs showing the proportions of PK44 cells in endothelial cells (CD41^–^ CD43^–^ CD45^–^ CD31^+^) (left) and in total cells of the corresponding tissues (middle). The statistical significance of differences was determined using Fisher’s exact test. ^∗∗∗^*P* < 0.001. NS, not significant. The average numbers of PK44 cells in corresponding tissues are shown to the right. Data are means ± SD. Data are from three independent experiments. The statistical significance of differences was determined using Mann–Whitney test. NS, not significant.

### Functional Differences of the Immunophenotypic PK44 Cells Between AGM and Yolk Sac

With the aim of further exploring whether the yolk sac PK44 cells are HECs transitioning into hematopoietic fate and have endothelial-hematopoietic dual potential like that in the AGM region, we first performed the *in vitro* hematopoietic and endothelial differentiation assays at the single-cell level of E9.5 and E10.0 yolk sac PK44 cells with E9.5 caudal half and E10.0 AGM PK44 cells as positive controls. Interestingly, yolk sac PK44 cells also possessed the three differentiation potentials, namely, only endothelial potential (E9.5: 22/350 ≈ 6.29%, E10.0: 91/384 ≈ 23.70%), endothelial-hematopoietic dual potential (E9.5: 1/350 ≈ 0.29%, E10.0: 3/384 ≈ 0.78%), and only hematopoietic potential (E9.5: 75/350 ≈ 21.43%, E10.0: 19/384 ≈ 4.95%) (Figures 4A,B). From E9.5 to E10.0, the proportion of cells with hematopoietic potential in yolk sac PK44 cells sharply decreased in contrast to that in the intra-embryonic PK44 cells which showed an obvious increase (Figure 4A). The methylcellulose-based culture system supports hematopoietic differentiation from hematopoietic progenitors rather than blood generation from endothelial precursors. Similar to AGM PK44 cells (Hou et al., 2020), yolk sac PK44 cells did not form hematopoietic colonies in methylcellulose (Figure 4C), confirming their identity as endothelial cells rather than hematopoietic progenitors. Using index sorting data, we retrospectively analyzed the expression level of CD201, Kit, and CD44 of E9.5 yolk sac PK44 cells whose potential had been individually determined and found that no paired combinations of the three markers could effectively distinguish hematopoietic or endothelial potentials from one another (Supplementary Figure 2).

**FIGURE 4:**
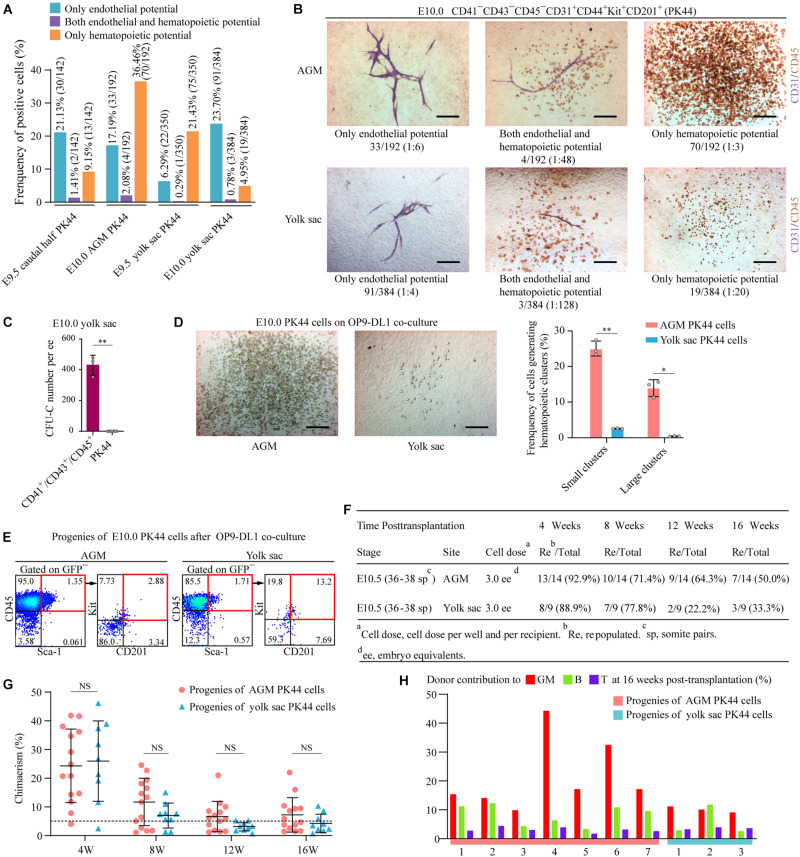
Functional evaluation of yolk sac PK44 cells. **(A)** Column charts showing the frequencies of potential-positive cells in the indicated populations for each kind of differentiation potentials. Data are from three independent experiments. **(B)** Representative CD31 and CD45 immunostaining on the cultures of single PK44 cells from E10.0 AGM and yolk sac, showing typical morphologies regarding distinct differentiation potentials. Cell frequencies of each kind of potentials are shown. Data are from three independent experiments. Scale bars, 100 μm. **(C)** Number of hematopoietic progenitors per embryo equivalent (ee) in the indicated populations derived from E10.5 yolk sac measured by the methylcellulose CFU-C assay. Data are means ± SD. The statistical significance of differences was determined using the Wilcox test. ^∗∗^*P* < 0.01. Data are from three independent experiments. **(D)** Morphology of hematopoietic progenies generated by AGM (left) and yolk sac (middle) PK44 cells after OP9-DL1 co-culture for 5 days. Scale bars, 100 μm. Column charts in the right showing the frequencies of AGM and yolk sac PK44 cells generating small or large hematopoietic clusters. Data are from three independent experiments. Data are means ± SD. The statistical significance of differences was determined using Pearson’s chi-squared test. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01. **(E)** Representative FACS plots of analyzing the progenies of E10.0 AGM and yolk sac PK44 cells following 7 days co-culture, showing a population of cells expressing putative HSC markers. **(F)** Detailed information of the transplantation assays performed with the progenies of E10.5 AGM and yolk sac PK44 cells. **(G)** Graphs showing the donor chimerism from 4 to 16 weeks after being transplanted with the progenies of the E10.5 AGM and yolk sac PK44 populations (three embryo equivalents per recipient), respectively. Data are means ± SD. The statistical significance of differences was determined using Mann–Whitney test. NS, not significant. **(H)** Bar plots showing the donor contribution to the granulocytes/monocytes (GM, red), B lymphocytes (green), and T lymphocytes (purple) in the peripheral blood of each of the primary recipients receiving the progenies of E10.5 AGM and yolk sac PK44 cells at 16 weeks post-transplantation.

We next compared the hematopoietic potential of E10.0 AGM and yolk sac PK44 cells after co-cultured on OP9-DL1 under the culture condition for inducing HSCs (Zhou et al., 2016; Hou et al., 2020). Through morphological observation, a large hematopoietic cluster was defined as the one with diameter greater than or equal to 1.5 mm (McNiece et al., 1990) after 5 days co-culture. Under this criteria, yolk sac PK44 cells generated fewer hematopoietic clusters (yolk sac: 58/1729≈ 3.4%; AGM: 184/465 ≈ 39.6%) with a lower proportion of large ones (yolk sac: 10/58 ≈ 17.2%; AGM: 66/184 ≈ 35.9%) than AGM PK44 cells (Figure 4D). After co-culture for 7 days, the hematopoietic products in the cultures were assessed by FACS. Although the total hematopoietic cells generated by PK44 cells from yolk sac were much fewer than those from AGM (Figure 4D), both AGM and yolk sac PK44 cells were capable of giving rise to CD45^+^Sca-1^+^Kit^+^CD201^+^ immunophenotypic HSPCs, suggesting the yolk sac PK44 population as a potential origin for HSPCs (Figure 4E).

The *in vivo* repopulating capacity of the progenies of PK44 cells was further evaluated, and the multilineage reconstitution was found in 7/14 and 3/9 recipient mice 16 weeks after being transplanted with the culture products of AGM and yolk sac PK44 cells, respectively (Figures 4F–H and Supplementary Figure 3A). Moreover, the donor-derived immunophenotypic HSCs were detected in the bone marrow of recipients transplanted with the progenies of PK44 cells from both AGM and yolk sac (Supplementary Figures 3B,C). This finding revealed a previously unknown HSC competence of HECs represented by the PK44 population in the yolk sac around the time for HSC emergence during embryogenesis.

### Analysis of Transcriptomic Characteristics of Yolk Sac PK44 Cells

To further investigate the molecular characteristics of the yolk sac PK44 population, we used STRT-seq to perform single-cell transcriptomic profiling of E10.0 yolk sac PK44 cells (Figure 5A). 

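PK44 cells (CD41-CD43-CD45-CD31+CD201+Kit+CD44+) of the E10.0 yolk sac were profiled in 2 libraries by modified STRT-seq, in which every cell carries its own barcode and transcripts are counted by unique molecular identifiers (UMIs). Replicate 1 held 43 cells and replicate 2 held 44 cells, all of this one condition. The authors split the reads by cell barcode, trimmed template switch oligo and polyA sequence, aligned Read 1 to the mm10 transcriptome with HISAT2, counted uniquely mapped reads per gene with HTSeq and removed duplicates by UMI. The deposited values were the resulting counts per gene and cell, without normalization, and low-quality cells had already been removed. Replicate 1 had 8932527 counts in all, with a median of 141577 and a range of 13218 to 702028 per cell. Replicate 2 had 12706360 counts, with a median of 238899 and a range of 51620 to 956593 per cell. The 2 libraries differed by more than the sampling noise (chi-square per degree of freedom of 94.0 over 12390 genes) and were kept as separate replicates. Of the 23154 genes in the files, 13206 had a count in at least 1 cell. Cells of one library are not independent replicates, so values are given per library, and groups of cells were compared on counts summed per library and group. The cells were clustered anew, because the deposited files gave no subpopulation for a cell, and the clusters need not hold the same cells as those of the paper. The AGM PK44 cells were not analysed here, so comparisons between the yolk sac and the AGM region have only their yolk sac side.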

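Transcripts of the genes behind the sort were read as CPM (counts scaled to a common total) of the summed counts of a library and as the share of cells with a count, with 95% exact (Clopper-Pearson) intervals that cover counting error only. *Pecam1* (CD31; chromosome 11 of GRCm38, 106654217 to 106750628) had 343 ± 174 CPM (SD, n = 2 libraries) and a count in 86 of 87 cells. *Procr* (CD201; chromosome 2, 155751117 to 155755471) had 200.1 ± 49.7 CPM and a count in 80 of 87 cells. *Cd44* (chromosome 2, 102811141 to 102901665) had a count in 85 of 87 cells, and *Kit*, at 209 CPM in replicate 1 and 86.3 CPM in replicate 2, in 66 of 87 cells. Of the genes sorted against, *Itga2b* (CD41; chromosome 11, 102453297 to 102470122) had a count in 64.4% of cells (53.4% to 74.4%) at 51.4 ± 19.3 CPM. *Spn* (CD43) had a count in 9 of 87 cells and *Ptprc* (CD45) in 3 of 87 cells. *Spn* had 17.0 CPM in replicate 1 and 3.94 CPM in replicate 2, and *Ptprc* had 1.57 and 3.38 CPM.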

Of the 87 cells that passed the strict quality control, we detected, on average, 5139 genes and 248,722 transcripts for each cell. 

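All 87 cells in the files were kept. They held a mean of 5139 genes with a count and a mean of 248723 counts per cell. Within replicate 1 the mean was 4344 ± 1554 genes and 207733 ± 178864 counts (SD over 43 cells), and within replicate 2 it was 5917 ± 1170 genes and 288781 ± 196740 counts (SD over 44 cells). The stated minimum of 2000 genes would have removed 1 cell of replicate 1, which had 1941 genes and 43343 counts, leaving 86 cells. The limit on raw reads was not applied here, since the values are counts after removal of duplicates. With at least 2 counts in place of 1, the mean was 3909 genes per cell. Of the values above 0, 23.9% were a single count and the median was 12 counts.

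**Figure D1:**
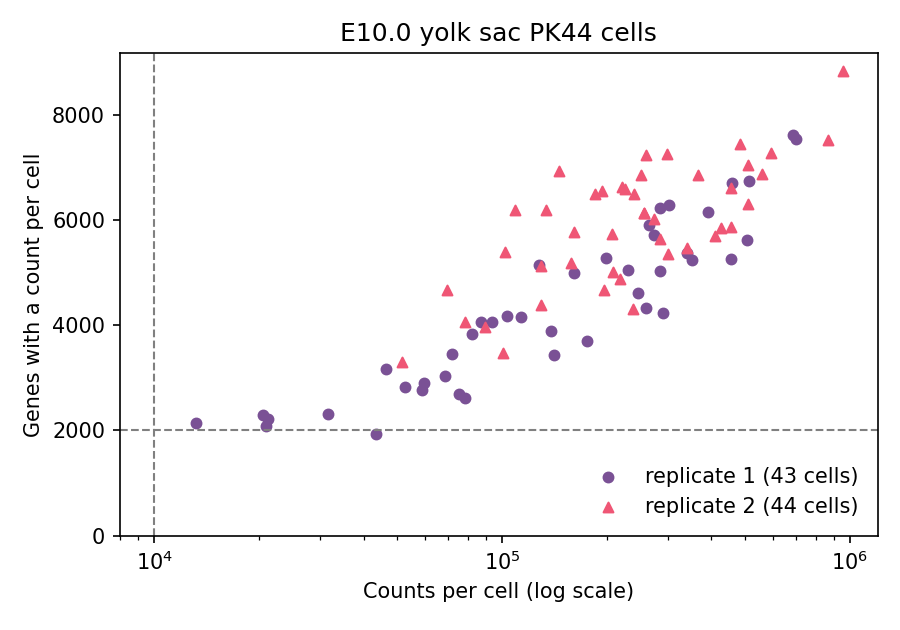
Counts per cell (log scale) and genes with a count per cell for the 43 cells of replicate 1 and the 44 cells of replicate 2. Dashed lines mark the stated minimums of 2000 genes and 10000 transcripts, and the cell with 1941 genes lies below the first.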

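*Lyve1* (chromosome 7 of GRCm38, 110850607 to 110863239, minus strand) had 725 CPM in replicate 1 and 902 CPM in replicate 2 of the yolk sac PK44 cells, a mean of 813 ± 125 CPM (SD, n = 2 libraries), and ranked 161 among all genes by CPM. A count of *Lyve1* was found in 39 of 43 cells of replicate 1 and in 44 of 44 cells of replicate 2, or 95.4% of all cells (exact 95% interval 88.6% to 98.7%). *Stab2* (chromosome 10, 86841198 to 87008025, minus strand) had 114 CPM in replicate 1 and 397 CPM in replicate 2 and ranked 648. Its share of cells with a count was 62.8% in replicate 1 and 97.7% in replicate 2, or 80.5% overall (70.6% to 88.2%), so its level depended on the library. The shares also depended on depth. With each cell thinned to 20000 counts, which left out 1 shallower cell, *Lyve1* was found in 79.1% and *Stab2* in 48.8% of 86 cells. Counts of 10 or more were found in 67.8% of cells for *Lyve1* and in 40.2% for *Stab2*. For all 368 genes of Table S1 that differed between the 2 sites in the paper, the share of yolk sac cells with a count equalled the paper's reported share within 0.0006 (as a fraction).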

Of note, the well-known yolk sac endothelial markers *Lyve1* and *Stab2* were highly expressed in the PK44 cells from the yolk sac compared with those from AGM region (Nonaka et al., 2007; Lee et al., 2016; Ganuza et al., 2018; Shvartsman et al., 2019) (Figure 5B). The genes enriched in the yolk sac PK44 population compared with E10.0 AGM PK44 cells (Hou et al., 2020) were related to angiogenesis and vasculature development (Figure 5C). In comparison, those related to regulation of cell fate specification and mesodermal cell differentiation were enriched in the AGM PK44 population (Figure 5C). These data emphasize the distinct identities of PK44 cells from different sampling sites.

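Table S1 lists 77 genes that the paper found higher in yolk sac than in AGM PK44 cells. A list of 76 angiogenesis genes, drawn up because no Gene Ontology tables were used here, held 7 of them, *Kdr*, *Tie1*, *Nrp2*, *Aplnr*, *Cldn5*, *Nos3* and *Sox18*, and 0 of the 291 genes higher in AGM cells. In the yolk sac cells, *Cldn5* had the highest mean level of the 7 (675 CPM), with 389 CPM in replicate 1 and 961 CPM in replicate 2 and a count in 85 of 87 cells. *Kdr*, which was higher than *Cldn5* in replicate 1, had 393 and 570 CPM and *Tie1* had 306 and 474 CPM. *Nrp2*, *Aplnr*, *Nos3* and *Sox18* had means of 64.5, 62.2, 83.0 and 80.8 CPM, with a count in 46, 60, 53 and 76 cells. All 7 genes were higher in replicate 2 than in replicate 1, and no test between the sites was run.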

**FIGURE 5:**
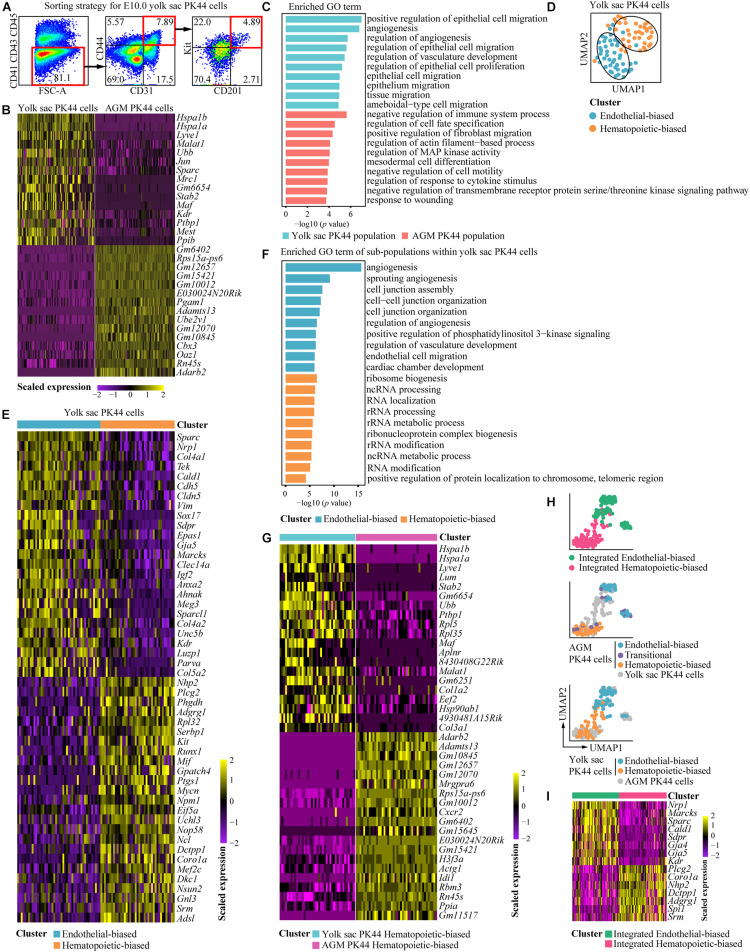
Transcriptomic characteristics of E10.0 yolk sac PK44 cells. **(A)** Flow cytometry gating strategy for isolating PK44 cells in E10.0 yolk sac. **(B)** Heatmap showing the top 15 DEGs between E10.0 yolk sac and AGM PK44 cells. **(C)** Enriched GO terms of E10.0 yolk sac and AGM PK44 populations. **(D)** UMAP plots of the E10.0 yolk sac PK44 cells with clusters mapped on. **(E)** Heatmap showing top 25 DEGs between two subpopulations (endothelial- and hematopoietic-biased) in E10.0 yolk sac PK44 cells. **(F)** Enriched GO terms of two subpopulations (endothelial- and hematopoietic-biased) in E10.0 yolk sac PK44 cells. **(G)** Heatmap showing top 20 DEGs between hematopoietic-biased subpopulation in E10.0 yolk sac PK44 cells and that in E10.0 AGM PK44 cells. **(H)** UMAP of integrated data of E10.0 AGM and yolk sac PK44 cells with subpopulations (endothelial-biased, transitional, and hematopoietic-biased population) mapped on. **(I)** Heatmap showing DEGs between the integrated endothelial- and hematopoietic-biased populations.

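Graph-based clustering of the 87 cells used 2000 variable genes, each centred within its library, and 10 principal components. Left out of these were the genes the paper names for these cells, those of the sort and the yolk sac genes of Figure 5B. The angiogenesis, ribosome and stress lists were left out too. The number of clusters was set to 2, so it does not test how many subpopulations there are. The lowest resolution that gave 2 clusters was used. One held 18 cells of replicate 1 and 22 of replicate 2, and 14 of the 15 endothelial feature genes of the methods were higher in it in both libraries. The other held 25 cells of replicate 1 and 22 of replicate 2, and 8 of 8 hematopoietic feature genes were higher in it in both libraries. They are called endothelial-like and hematopoietic-like. Genes of myeloid cells, such as *Lyz2*, and histone genes were among the 10 leading genes by fold of the hematopoietic-like cluster, which was led by *Nupr1*. The endothelial-like cluster was led by *Dnm3os*. Only 7 cells had 10 or more counts of *Nupr1* and 2 cells of *Dnm3os*, so both folds rested on few cells. The endothelial feature score was lower in hematopoietic-like cells by a mean difference of -0.53 ± 0.05 (SD, n = 2 libraries), and the hematopoietic feature score was higher by 0.31 ± 0.02. As 2 endothelial and 4 hematopoietic feature genes entered the clustering, and the clusters were told apart by such scores made without the reported genes, these differences are not independent evidence. Endothelial-like cells were shallower, with a median of 70300 against 260240 counts in replicate 1 and 202122 against 291242 in replicate 2. The assignment of cells depended most on centring. Without centring within library, one cluster held 33 cells of replicate 1 and 0 of replicate 2, and 41 of 87 cells kept their assignment. With cells thinned to one depth before clustering, 58 of 86 cells kept it. Replicate 1 clustered alone gave 22 endothelial-like and 21 hematopoietic-like cells, and 33 of its 43 cells kept their assignment, against 44 of 44 for replicate 2 clustered alone. Of the 50 genes that Table S1 gives for the 2 subpopulations, 35 were tested and had not entered the clustering. All 35 were higher in the subpopulation given by the paper, 34 of them in both libraries. By edgeR's quasi-likelihood test 0 of the 35 passed an adjusted p of 0.05, 28 had an unadjusted p under 0.05, and DESeq2 called 13, and edgeR with the library as a block called 26. As the paper chose these genes on the same cells, this is not independent evidence.

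**Figure D2:**
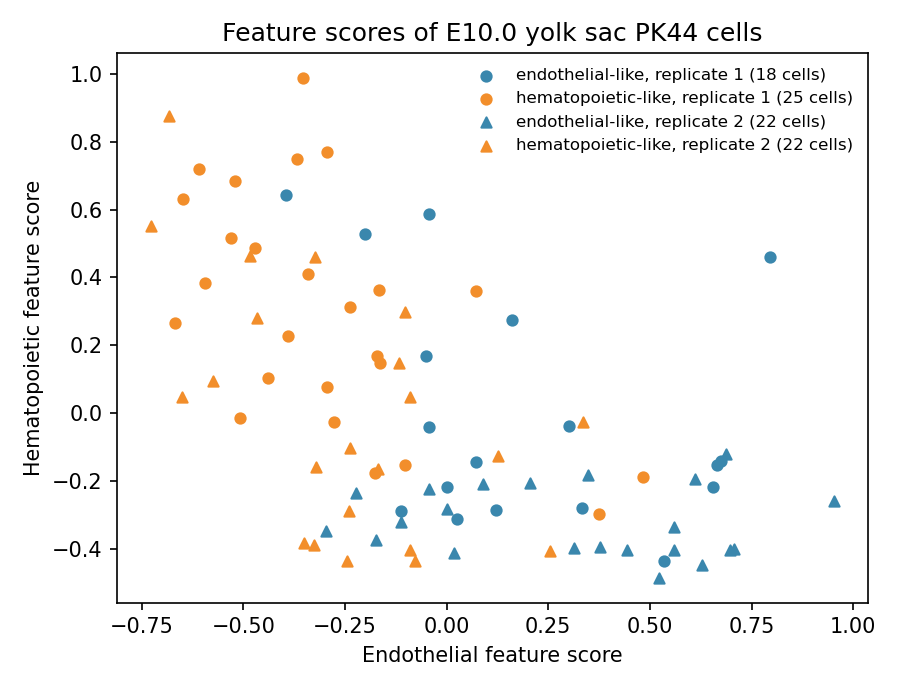
Endothelial and hematopoietic feature scores of each cell, coloured by subpopulation, with circles for replicate 1 and triangles for replicate 2. Endothelial-like cells lie toward higher endothelial scores, and the 2 subpopulations overlap.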

Similar to that from the AGM region, yolk sac PK44 cells could also be further separated into two subpopulations by unsupervised clustering, which were, respectively, annotated as endothelial- and hematopoietic-biased subpopulations according to their DEGs. *Nrp1*, *Tek*, *Cdh5*, *Gja5*, *Kdr*, were highly expressed in the endothelial-biased subpopulation of yolk sac PK44 cells (Shalaby et al., 1997; Nishikawa et al., 1998; Takakura et al., 1998; Simons and Eichmann, 2015), and the hematopoietic-biased subpopulation was featured by the obvious expression of *Kit*, *Adgrg1*, and transcription factor *Runx1* (North et al., 2002; Taoudi et al., 2005; Zilberberg et al., 2012; Swiers et al., 2013; Zhou et al., 2016; Hou et al., 2020) (Figures 5D,E). 

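Counts were summed per library and subpopulation into 4 sums, and log2 fold changes are of hematopoietic-like over endothelial-like cells. *Nrp1* (chromosome 8 of GRCm38, 128358604 to 128503363) had 1271 ± 2.62 CPM in endothelial-like and 320.1 ± 11.3 CPM in hematopoietic-like cells (SD, n = 2 libraries), a log2 fold change of -2.06 (standard error 0.36). *Tek* (chromosome 4, 94739289 to 94874976) changed by -1.29 (standard error 0.38), *Cdh5* (chromosome 8, 104101625 to 104144511) by -1.34 (0.37), *Kdr* (chromosome 5, 75932827 to 75978458) by -1.54 (0.37) and *Gja5* (chromosome 3, 96904693 to 97077416) by -2.67 (0.75). *Gja5* differed between libraries, with 430 CPM in replicate 1 and 1338 CPM in replicate 2 of endothelial-like cells. *Kit* (chromosome 5, 75574916 to 75656722) had 32.1 ± 16.5 CPM in endothelial-like and 186 ± 92.0 CPM in hematopoietic-like cells, a log2 fold change of 2.45 (standard error 0.67). *Adgrg1* (chromosome 8, 94974751 to 95014217) changed by 2.25 (0.59) and *Runx1* (chromosome 16, 92601466 to 92826149) by 2.46 (0.70). Each of the 8 genes went the same way in both libraries. With *Gja4* and *Spi1*, 10 genes had been fixed for this comparison. Over the 8777 genes tested, 0 of the 10 passed, each with an adjusted p of 0.928 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unadjusted p-values lay under 0.05 for 10 of 10, and adjusted over the list alone 10 of 10 passed (largest adjusted p 0.00806), which is not independent evidence since the paper chose the genes on these cells. With the library as a block, 10 of 10 passed over all genes tested, with a largest adjusted p of 0.0375 for *Tek* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, whose adjusted p over all alternatives ran from 0.0375 to 1.00. DESeq2 without the block called 5 of 10, and edgeR with no low-count filter called 6 of 10. Without centring within library the changes were smaller for several genes, -0.05 for *Nrp1*, -0.36 for *Tek*, 0.52 for *Runx1* and 0.58 for *Adgrg1*. From genes such as these, the paper annotated one subpopulation as endothelial-biased and the other as hematopoietic-biased.

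**Figure D3:**
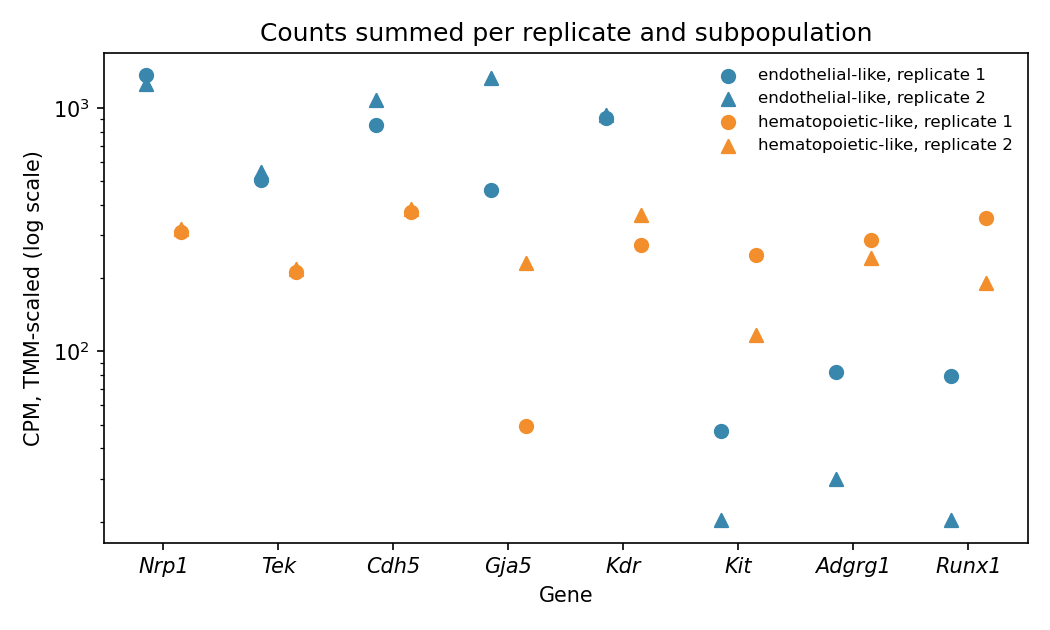
CPM (log scale, TMM-scaled) of the 8 genes in counts summed per replicate and subpopulation, with circles for replicate 1 and triangles for replicate 2. The first 5 genes lie higher in endothelial-like and the last 3 in hematopoietic-like cells in both replicates.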

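Lists of genes were tested between the subpopulations with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 6 lists, leaving out members used in the clustering. The 74 angiogenesis genes had a median log2 fold change of -1.32 in hematopoietic-like over endothelial-like cells (adjusted p = 3.83e-29), with medians of -1.31 in replicate 1 and -1.29 in replicate 2, against a median of 0.12 over all genes. Only 5 of the 74 were higher in hematopoietic-like cells. The clusters were named by a score that held members of this list, such as *Aplnr* and *Nrp2*. The direction of the list is therefore not independent of the naming. *Col4a1*, *Cldn5* and *Nrp1* were the most abundant members. The 82 ribosome biogenesis genes had a median of 0.95 (adjusted p = 1.42e-12), with 0.80 in replicate 1 and 1.08 in replicate 2, and 72 of the 82 were higher in hematopoietic-like cells, with *Npm1*, *Ncl* and *Nop58* the most abundant, of which *Nop58* was lower in hematopoietic-like cells of replicate 1 (583 against 643 CPM, TMM-scaled). The 80 ribosomal protein genes had a median of 0.26 (adjusted p = 0.000433), with 0.12 in replicate 1 and 0.39 in replicate 2. The 25 G2M phase genes had a median of 0.89 (adjusted p = 5.28e-05), with 1.16 in replicate 1 and 0.46 in replicate 2. The 38 S phase genes had a median of 0.43 (adjusted p = 0.0147), with 0.23 in replicate 1 and 0.59 in replicate 2. The size of these 3 medians depended on the library. With cell cycle genes left out of the clustering, the median over all 52 G2M phase genes was 0.48 (0.49 and 0.54 in the libraries). Over all 42 S phase genes it was 0.36 (0.42 and 0.30). Both lists passed by camera there as well. The 28 stress response genes had a median of 0.06 (adjusted p = 0.557), with medians of -0.09 and -0.08 in the single libraries and a test direction toward endothelial-like cells, so that the median and the test differed in sign. Of the list members, 13 angiogenesis and 8 ribosome biogenesis genes are also among those the paper chose on these cells for Figure 5E. None of these calls held under fry or under a correlation estimated from the sums. Under fry the adjusted p was 0.195 for both the angiogenesis and the ribosome biogenesis list, and with an estimated correlation it was 0.208.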

Gene Ontology terms related to angiogenesis were enriched in the endothelial-biased subpopulation, and ribosome biogenesis was enriched in the hematopoietic-biased subpopulation of yolk sac PK44 cells (Figure 5F). By further comparing the hematopoietic-biased subpopulations from the yolk sac and that from the AGM region, we detected a set of DEGs similar to those extracted from the comparison of PK44 cells between two sites (Figure 5B), including *Lyve1* and *Stab2*, which were relatively highly expressed in the former (Nonaka et al., 2007; Lee et al., 2016; Ganuza et al., 2018; Shvartsman et al., 2019) (Figure 5G). 

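In the hematopoietic-like cells of the yolk sac, *Lyve1* had 659 ± 18.1 CPM (SD, n = 2 libraries) and a count in 47 of 47 cells, and *Stab2* had 82.2 CPM in replicate 1 and 188 CPM in replicate 2, with a count in 39 of 47 cells (83.0%, exact interval 69.2% to 92.4%). Both genes were lower than in endothelial-like cells, with log2 fold changes of -0.92 (standard error 0.35) for *Lyve1* and -1.99 (standard error 0.61) for *Stab2*, neither of which passed (adjusted p = 0.928 for both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test *Stab2* passed with the library as a block (adjusted p = 0.00032) and with no low-count filter (adjusted p = 0.0231), and its adjusted p over all alternatives ran from 0.00032 to 1.00. The direction of *Stab2* reversed to 1.48 with cells thinned before clustering. Of other genes on the yolk sac side of Figure 5G, *Col1a2*, *Col3a1* and *Lum* had 91.9%, 94.6% and 89.3% of their counts in 3 of the 87 cells, of which 2 were hematopoietic-like. The hematopoietic-biased AGM cells were not analysed here.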

Considering the unambiguous repopulating capacity of the progenies of PK44 cells from both the yolk sac and AGM region (Figures 4F–H and Supplementary Figure 3A), these data together suggest the existence of spatially and molecularly distinct HECs with a multilineage hematopoietic potential.

Then, PK44 cells from the yolk sac and the AGM region in our previous dataset (Hou et al., 2020) were pooled for integrative analysis. Interestingly, PK44 cells from the yolk sac and AGM region were not initially distinguished by their sampling locations. Rather, they were clustered predominantly according to whether they presented endothelial- or hematopoietic-biased characteristics (Figure 5H). 

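On the yolk sac side of this comparison, *Gja4* (chromosome 4 of GRCm38, 127311421 to 127314039) had 729 ± 428 CPM in endothelial-like and 215 ± 114 CPM in hematopoietic-like cells (SD, n = 2 libraries), a log2 fold change of -1.82 (standard error 0.53) of the latter over the former. *Spi1* (chromosome 2, 91082390 to 91115756) had 6.48 ± 1.04 CPM in endothelial-like and 136 ± 69.4 CPM in hematopoietic-like cells, a log2 fold change of 4.33 (standard error 0.80). A count of *Spi1* was found in 14 of 40 endothelial-like and 30 of 47 hematopoietic-like cells. The endothelial-like cells held only 13 counts of it in replicate 1 and 25 in replicate 2. Such low counts need not be expression in those cells, and the shares also depend on depth, which was lower in endothelial-like cells. Within single libraries *Gja4* changed by -1.80 and -1.83 and *Spi1* by 4.48 and 3.83, in replicates 1 and 2. Without centring within library the change of *Spi1* was only 0.11. The integrated data of both sites were not analysed here.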

Featured by the relatively high expression of *Nrp1*, *Gja4*, and *Gja5*, the integrated endothelial-biased cluster was separated from the integrated hematopoietic-biased cluster, which was featured by *Adgrg1* and *Spi1* expression (Figures 5H,I). This finding further provides a molecular basis for the diverged potentials of PK44 cells from both the yolk sac and AGM region (Figures 4A,B).

## Discussion

In the present study, the existence of three molecularly different subpopulations within the AGM PK44 population were transcriptomically identified. Subsequently, the subpopulations with either endothelial- or hematopoietic-biased characteristics were functionally validated by using the marker combinations of Kit and CD93/CD146 within the PK44 population through flow cytometry index sorting. The finding complements the characteristics of heterogeneous subpopulations in HECs that were unknown before (Hou et al., 2020). Meanwhile, the concomitant presence of endothelial-hematopoietic dual potential cells in both endothelial- and hematopoietic-biased subpopulations suggests the PK44 population as a continuum for the EHT process.

Based on the functional validation, we further revealed a previously unknown HSC competence of HECs represented by the PK44 population in the yolk sac around the time of HSC emergence during embryogenesis. Unexpectedly, the three differentiation potentials such as that in AGM region PK44 cells were found within yolk sac PK44 cells. The capture of the endothelial-hematopoietic dual potential suggests that a part of PK44 cells in the yolk sac might be undergoing EHT.

Transcriptionally, two subpopulations characterized by endothelial or hematopoietic bias were separated by unsupervised clustering within yolk sac PK44 cells. Unexpectedly, when the yolk sac and AGM PK44 cells were pooled for integrative analysis, the cells gathered together according to their endothelial- or hematopoietic-biased characteristics rather than different embryonic sites, which provided a molecular basis for the diverged potentials of PK44 cells from both the yolk sac and AGM region.

Interestingly, unlike the AGM PK44 cells, the proportion of yolk sac PK44 cells with only hematopoietic potential at E9.5 was significantly higher than that at E10.0. A possible explanation is that part of the yolk sac PK44 cells differentiated into erythroid-myeloid progenitor cells, thus increasing the proportion of hematopoietic clusters. However, this hypothesis needs to be further verified by functional experiments. Our study also found that, the chimerism in the peripheral blood of adult recipient mice transplanted with progenies of AGM and yolk sac PK44 cells both peaked at 4 weeks post-transplantation and then decreased gradually, probably because most HSC-primed HECs have completed EHT by E10.5, and the remaining HECs, which could be obtained by our sorting strategy in the present study, only retain very limited potential to generate HSCs.

In summary, our study paves the way for further analysis of the developmental progress of HSCs and provides clues for the expansion of HSCs *in vitro*. In addition, a comprehensive understanding of the spatiotemporal and functional heterogeneity of HECs helps us to comprehend the process of hematopoietic development.

## Data Availability Statement

The scRNA-seq data of yolk sac PK44 cells have been deposited in NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE173833. The scRNA-seq data of AGM PK44 cells have already been deposited in the GEO under accession number GSE139389.

## Ethics Statement

The animal study was reviewed and approved by the Academy of Military Medical Sciences (Fifth Medical Center of Chinese PLA General Hospital).

## Author Contributions

YL and BL designed the study. Y-QL performed cell sorting, culture, immunostaining, HSC transplantation assays with help from YN, SH, HW, CW, JW, JH, RY, JY, and GZ. TH performed scRNA-seq. YG and DL performed bioinformatics analysis. Y-QL, YL, BL, and SH wrote the manuscript and revision. All authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

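Single-cell transcriptomes of 87 E10.0 yolk sac PK44 cells were deposited as 2 tables of counts, one per library, with 43 and 44 cells. According to the methods, the authors split reads by barcode, aligned them with HISAT2, counted them with HTSeq and removed duplicates by UMI, so that the deposited counts are transcripts per gene and cell without normalization. No mitochondrial gene had a row. Whether every duplicate was removed is not shown by the counts themselves. Gene symbols were matched to GENCODE M21 on GRCm38 (mm10), where 22124 of 23154 (95.6%) were found.

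Every cell in the files was kept, and no doublet caller was run on these 87 cells of a well-based method, from which the methods had already removed cells with too many reads or genes. Cells with counts of both *Xist* and Y-linked genes were counted instead. Depth per library is given beside the first result. Shares of cells have exact (Clopper-Pearson) 95% intervals, which cover counting error only. For comparisons across depths each cell was thinned to 20000 counts, a depth set after the depths of the cells had been seen, which left out 1 cell of replicate 1.

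Cells were clustered with Seurat 5.3.0 (the paper used Seurat 2 and its text names no parameters) on log-normalized counts (scale 10000), 2000 variable features, values centred within library, 10 principal components and 20 neighbours, at the lowest resolution on a grid in steps of 0.1 up to 3.0 that gave 2 clusters of at least 10 cells. The genes the paper names for these cells, those of the sort, the yolk sac genes of Figure 5B and the angiogenesis, ribosome biogenesis, ribosomal protein and stress lists were left out of the features. The plan stated that all tested lists would be left out and also listed leaving out the S and G2M phase genes as an alternative. These statements conflict. The S and G2M phase genes stayed in, and both lists were tested only over the 38 and 25 members that were not features. The cluster with the higher hematopoietic minus endothelial feature score, made without the reported genes, was taken as hematopoietic-like, and the names were then held against marker genes. Scores were the mean over the genes minus the mean of 100 control genes each from 24 bins of expression.

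Counts were summed per library and cluster into 4 sums and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), without a library block, as the paper's methods name a Wilcoxon test over cells and no block. Adjustment for the 10 named genes ran over 8777 tested genes. Features were left out of these, apart from S and G2M phase genes, and 8746 remained with those left out too. For counts of genes called, the genes were split at random into 2 sets, and clusters from one set were used to test the other. Lists were tested with camera of limma 3.58.1. The sums that share a replicate number come from the same library, so the number pairs them. The main test ignores this pairing, and it called 0 of the 10 named genes over all genes tested, against 10 with the block. The deviations of the sums of replicate 1 from their subpopulation means correlated at 0.169 across 10621 genes, which are not independent replicates. The fit with the library as a block was an alternative, as were DESeq2 1.42.0, other size factors, no low-count filter, other features, components and neighbours, Ward clustering, no centring, thinned cells, a split at the median feature score, and each library left out. Named genes, gene lists, marker genes and these alternatives were set before the data were examined, apart from those the closing part names as chosen later. Named genes were those the paper names for these cells, the genes of the sort, the yolk sac genes of Figure 5B and the most changed called genes.

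The tests were tried on simulated counts drawn from the means and library sizes of the 4 sums, with 200 changed genes taken from those above the median level. At log2 changes of 2, 4 and 6, edgeR without a block recovered 23.5%, 86.5% and 98.5% of the changed genes among 10035, 10032 and 10036 tested, with 3, 8 and 9 false calls. With the block it recovered 16%, 84% and 98%, with 2, 4 and 5 false calls. Most log2 changes of 2 were therefore missed with 4 simulated sums. No library effect was simulated, so the gain or loss from the block in the real sums cannot be read from these values. Among 10043 genes, camera called a list of 80 genes shifted by a log2 change of 1 at an unadjusted level of 0.05, and 3 of 100 unshifted lists. Each simulated gene was drawn independently, so these values do not show how camera treats lists whose genes vary together. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

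Natural log fold changes set beside Table S1 used counts per 10000. The paper's text does not name a scale, and 2 other scales were compared after the values had been seen. The cell barcode tables were not used here, as they hold no measurement. AGM cells were not analysed here.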

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

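The tests on the mesenchymal cells, on sex-linked genes and on visceral endoderm genes in this part were chosen after the results were seen, and the test of reads passing between barcodes was set before it was run, though low counts of the collagen genes had been seen.

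In 3 cells, *Col1a1*, *Col1a2*, *Col3a1* and *Lum* each had 100 or more counts. The text of the paper does not discuss such cells, while its Figure 5G shows *Lum*, *Col1a2* and *Col3a1* on the yolk sac side. One was a hematopoietic-like and one an endothelial-like cell of replicate 1, and one a hematopoietic-like cell of replicate 2. *Pecam1* lay between 7.32 and 108 CPM in them, against a median of 312 CPM in the other cells, *Kdr* between 0.0 and 149.6 CPM against 373 CPM, *Cdh5* between 43.9 and 195 CPM against 522 CPM and *Cd44* between 85.9 and 170.3 CPM against 211 CPM. For other genes the range in the 3 cells included the median of the other cells, with 10.3 to 31.2 CPM against 24.2 CPM for *Kit*, 5.16 to 176 CPM against 132 CPM for *Procr* and 3.66 to 39.0 CPM against 36.3 CPM for *Runx1*. The 3 cells held 95.4% of all *Col1a1* and 97.1% of all *Pdgfra* counts. *Col1a2* had a count in 74 cells, but 66 of the other cells held only 1 to 9 counts. Reads passing between barcodes of one library are a candidate explanation for these low counts. For genes with 50 or more counts in exactly 1 cell and fewer than 10 in every other cell, the other cells of that library held 1 to 9 counts in 5.22% of values in replicate 1, against 1.72% in the other library, a ratio of 3.04, the smaller of both libraries. In replicate 2 the shares were 5.11% and 0.746%. So a low count of an abundant gene need not be expression in that cell. Whether the 3 cells were mesenchymal cells in the sort, or PK44 cells with mesenchymal transcripts, was not decided by these values, and no biological explanation was tested.

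*Apoa1* had a count in 13 cells of replicate 2 and in 0 cells of replicate 1, and *Afp* and *Ttr* in 10 and 7 cells of replicate 2. RNA from visceral endoderm cells of the yolk sac may be the source. Of the other genes of the list, *Apoa4*, *Apob*, *Rbp4* and *Amn*, 4 had no count in replicate 2, while *Trf* had a count in both libraries. With only 54 to 91 counts of *Afp*, *Ttr* and *Apoa1* in all, zeros in the others exclude nothing, so this source and a difference between the libraries cannot be told apart.

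Y-linked genes had 10 or more counts in 27 cells and *Xist* in 25 cells. Both were found in 1 cell, and neither in 36 cells. Each library therefore held cells of embryos of both sexes, which the paper does not report. Of random pairs of the other cells within a library, 15.0% in replicate 1 and 18.3% in replicate 2 would hold both, so most pairs of cells under one barcode would not be seen in this way. The 1 cell is too few to tell a pair from reads passing between barcodes, since 13 of 25 *Xist* cells held 1 to 9 counts of Y-linked genes. The expression of sex-linked genes was not compared between the subpopulations.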

How the results depend on the processing

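The alternatives with cells thinned before summing, with thinning and clustering together, with thinning and no centring, without the 3 cells rich in mesenchymal transcripts and with 10 counts as detection and the other scales of the natural log were chosen after seeing the data. The others had been planned. Where a value changed, the cause was not tested unless stated.

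All 10 named genes kept their direction under every alternative run for them, single libraries included, though without centring within library *Nrp1* was at -0.05, *Spi1* at 0.11, *Tek* at -0.36, *Runx1* at 0.52 and *Adgrg1* at 0.58. Over all genes tested, 0 of 10 were called, but 10 with the replicate block, 5 by DESeq2, 6 with no low-count filter and 1 without centring within library. Adjusted over the list alone, 10 of 10 were called, and 2 of 10 without centring, where one cluster had no cell of replicate 2 and the fit compared 2 sums with 1. Each other alternative with a test called 7 to 10 of the list, and single libraries allow no test. The adjusted p of *Nrp1* over all genes tested ranged from 3.72e-07 to 0.998.

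Of 10615 genes, each tested between clusters made from the other random set of genes, 3 were called, *Col14a1*, *Col3a1* and *Sdpr*, all higher on the endothelial-like side of those clusters, and 799 had an unadjusted p under 0.05. The replicate block called 276 (68 higher in hematopoietic-like cells), DESeq2 249 (63 higher) and the fit with no low-count filter 174 (38 higher). Without the 3 cells 1 gene was called, with clusters from all genes 0 (750 at an unadjusted p under 0.05) and with clusters made without the reported genes 0 (422). Another random split of the genes called 2, and 0 of them were among the 3. There the changes of *Col14a1* (0.14) and *Col3a1* (4.96) reversed, and without the 3 cells that of *Col3a1* reversed to 0.19. Counts of called genes therefore depended on the tool, the block and the split.

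None of the calls of the ribosome biogenesis (median 0.95), angiogenesis (-1.32), S phase (0.43), G2M phase (0.89) and ribosomal protein (0.26) lists held under fry or under camera with an estimated correlation, which change the p-value and leave the medians as they are by construction. Without centring the S phase median reversed to -0.15. With cells thinned before clustering it was 0.17, not past the threshold and with a test direction toward endothelial-like cells, and the G2M median was 0.14. With cells thinned before clustering and summing the S phase median was 0.31 and the G2M median 0.23, neither past the threshold, while the stress response median was 0.46 and passed. The stress response median, 0.06 and not past the threshold, reversed to -0.12 with no genes left out, to -0.0555 with cell cycle genes left out, to -0.30 with cells thinned before summing and to between -0.0860 and -0.0840 in single libraries, which allow no test. None of the tested ones passed, so no direction is given for this list. With a split at the median feature score the G2M median was 0.0928, not past the threshold. With cells thinned before summing, in the same clusters, both lists still passed by camera, with a median of 0.68 for S phase (adjusted p = 1.72e-05, range over alternatives 1.72e-05 to 0.820) and of 0.75 for G2M phase (adjusted p = 3.04e-06, range 3.04e-06 to 0.820). So calls of the cell cycle lists were lost with cells thinned before clustering, without centring (S phase), with a split at the median feature score (G2M phase) and under fry or an estimated correlation. Each of these 2 lists passed in 8 of 13 alternatives, whereas the angiogenesis and ribosome biogenesis lists passed in 11 of 13 alternatives each. The replicate block changed no call of a list.

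*Stab2* reversed to 1.48 with cells thinned before clustering and to 1.90 with thinning before clustering and summing, where *Lyve1* reversed to 0.55. Thinning lowered the share of cells with a count to 79.1% for *Lyve1* and 48.8% for *Stab2*, and a minimum of 10 counts to 67.8% and 40.2%. *Lyve1* had 1070.3 CPM with cells thinned and 1066 CPM as a mean over cells. Counting a gene from 2 counts gave 3909 genes per cell. The number of cells was 43 to 44 with one library left out, by construction. With the other library clustered alone, 21 to 22 cells were hematopoietic-like. In replicate 1 alone these were 21, against 25 of its cells in the joint clustering, and 33 of 43 cells kept their assignment, while in replicate 2 alone 44 of 44 did. So the assignment of cells in replicate 1 depended on replicate 2. Changes of genes and lists within a single library used the joint clusters and were not computed for the libraries clustered alone. Without centring 41 cells kept their assignment. The endothelial score difference was -0.43 and the hematopoietic 0.22 without the reported genes, and the latter 0.36 with Ward clustering. Among the main values, 180 under an alternative kept their direction and side of the threshold or moved within the spread between replicates, 26 moved by more, 15 kept their direction and were no longer past the threshold, 1 came past it and 6 reversed, namely the S phase median and those of the stress response list above. Among values of single genes 281 kept both or moved within the spread, 6 reversed, 24 kept their direction and came past the threshold, 5 kept it and were no longer past it, and 22 levels or shares moved by more than the spread. Depth limits these data most for the endothelial-like cells of replicate 1.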

Differences from the paper's values

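The comparison of scales in this part was chosen after the values were seen, and the other alternatives were set before the data were examined.

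Table S1 gives natural log fold changes for 8 of the named genes, from a Wilcoxon test that took cells as replicates, between the paper's own subpopulations. The values here were computed over cells on counts per 10000 between the rebuilt clusters, and all 8 had the paper's direction and were smaller. The paper's reported value is 1.48 for *Nrp1* (0.955 here), 1.05 for *Tek* (0.614 here), 1.05 for *Cdh5* (0.721 here), 2.52 for *Gja5* (1.21 here) and 1.38 for *Kdr* (1.01 here). For the hematopoietic genes it is 1.47 for *Kit* (0.639 here), 1.54 for *Adgrg1* (0.888 here) and 1.42 for *Runx1* (0.713 here). Of the 11 alternative clusterings set before the data were examined, 6 brought *Cdh5* within the spread between libraries, namely 3000 variable features, 5 or 20 principal components, no genes left out, cell cycle genes left out and cells thinned before clustering, and so did replicate 2 alone. For each of the other 7 genes, 0 of the 11 did, though *Kdr* was within it in replicate 1 alone. The spread in these counts is that of the clustering used here.

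The scale was then examined, since the paper's text does not name one and a larger scale gives larger values. Counts per 10000, 100000 and 1000000 were each tried in 4 clusterings, the one used here, Ward clustering, 10 neighbours and no genes left out, which makes 12 combinations, each judged by its own spread between libraries. Judged so, Ward clustering per 10000 brought *Kdr* within the spread, and 10 neighbours and no genes left out brought *Cdh5*. In the clustering used here the number of the 8 genes that differed was 8, 4 and 4 on these scales. On both larger scales *Cdh5*, *Kdr*, *Adgrg1* and *Runx1* lay within the spread, which had itself grown for them, and *Nrp1*, *Tek*, *Gja5* and *Kit* did not. Per 100000 the values were 1.09 for *Nrp1*, 0.773 for *Tek*, 0.830 for *Cdh5*, 1.53 for *Gja5*, 1.19 for *Kdr*, 1.23 for *Kit*, 1.41 for *Adgrg1* and 1.16 for *Runx1*. Per 1000000 they were 1.11, 0.794, 0.843, 1.57, 1.22, 1.37, 1.51 and 1.24 in the same order. Over the other clusterings, 7 differed per 10000, 3 to 5 per 100000 and 2 to 5 per 1000000, the fewest with 10 neighbours (*Gja5* and *Kdr* left) and with no genes left out (*Gja5* and *Adgrg1* left), both per 1000000. All 50 genes of the sheet pointed to the paper's subpopulation in each of the 12 combinations. Over all 50 genes of the sheet the mean absolute difference from the paper was 0.618, 0.310 and 0.292 on the 3 scales in the clustering used here, and 0.199 with Ward clustering per 1000000, the least of the 12. These combinations were chosen after the values had been seen, and a gene can come within the spread because the spread is larger. No combination brought all 8 genes within the spread. The values on 10000 are kept, and no scale is taken to be that of the paper.

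The detection shares in Table S1 imply 46 endothelial-biased and 41 hematopoietic-biased cells, the only sizes adding up to 87 that gave all 50 genes whole cells. The clusters here held 40 and 47 cells. Clustering with 10 neighbours gave 46 and 41 cells, but whether they are the same cells is not known. The paper lists the 8 genes as differing, and the test on summed counts called 0 of them over all genes tested by edgeR's quasi-likelihood test (8 of 8 at an unadjusted p under 0.05, and 8 of 8 adjusted over the list alone). The replicate block called all of them, DESeq2 called *Nrp1*, *Cdh5*, *Gja5* and *Kdr*, no low-count filter called *Nrp1*, *Gja5*, *Adgrg1* and *Runx1*, and no centring called *Gja5*.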

Other observations

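In this part the tests on depth between libraries and on genes per cell were set before they were run, and the tests on the named genes after thinning, the collagen genes, reads per transcript and predicted genes were chosen after the results were seen.

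Clusters made without centring within library followed the libraries. A difference in depth may contribute, but clusters at one depth argue against counts per cell as the whole cause. Equal counts need not mean equal numbers of captured transcripts, since the unit of the counts stays open. With every cell thinned to one depth, the uncentred clusters still followed them, with 18 and 24 cells of replicate 1 and 36 and 8 cells of replicate 2 (Fisher's exact test, two-sided, p = 0.000295, over cells, which are not independent replicates). Neither the labels nor the paper states whether embryos or sorting differed between the libraries. Effects of these and of library preparation stay open.

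Hematopoietic-like cells held more genes per cell than endothelial-like cells, 5122 against 3262 in replicate 1 and 6622 against 5211 in replicate 2. At one depth they still held 715 more in replicate 1 and 662 more in replicate 2, which argues against counts per cell as the whole cause. RNA content per cell was not measured, so no biological explanation was tested. The named genes kept the direction of the unthinned sums with cells thinned before clustering and summing, 10 of 10. The paper chose these genes on these cells for this difference, so the test does not decide whether depth contributes to their direction, which stays open.

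*Col14a1* and *Col3a1* were called between clusters made from the random set of genes that held neither, with log2 fold changes of -7.53 and -5.84, higher on the endothelial-like side. These are not the clusters used for the named genes, with which 76 of 87 cells shared their assignment. The 3 cells rich in mesenchymal transcripts all lay on the endothelial-like side here, while 2 of them were hematopoietic-like in the clusters used for the named genes, and they are a candidate cause. Without them *Col14a1* changed by -5.69 (standard error 1.80) and was no longer called (adjusted p = 0.417 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a loss of the call with most of the change left. With another random split of the genes, where all 3 cells lay on the hematopoietic-like side, it changed by 0.14. So for *Col14a1* the 3 cells and a difference between the subpopulations cannot be told apart. Of the counts of *Col3a1*, 94.6% were in the 3 cells, and no other cell held more than 15. Its change followed the side on which they lay, with 4.96 under the other split, and was 0.19 (standard error 2.10) without them, where it was not called (adjusted p = 0.996 by the same test, range over alternatives 4.60e-22 to 0.996). The cells had been picked on this gene among others. The values are consistent with a call of *Col3a1* that rests on the 3 cells, and a difference among the other cells was neither shown nor excluded. *Sdpr*, of whose counts the 3 cells held 1.61%, was still called without them (log2 fold change -4.11, adjusted p = 0.0486 by the same test). It kept its direction but was not called under the other split (-3.07, adjusted p = 0.395 by the same test). Nor was it called with clusters from all genes (-2.38, adjusted p = 0.282 by the same test).

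Of 8 macrophage genes 4 had counts in the tested sums, 3 of which were used in the clustering and 3 of which were higher in hematopoietic-like cells in both libraries, while *C1qa*, *C1qb* and *C1qc* had 0 counts in both libraries. *Lyz2* had a count in 23 cells of replicate 1 and in 11 cells of replicate 2.

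The counts per cell were high for transcripts. The deepest cell held 956593 counts, and the methods removed cells with more than 1000000 raw reads, which leaves at most 1.05 reads per transcript in that cell. Counts of reads in place of transcripts may explain this, but the raw reads were not used here and the unit cannot be told apart by these values. If the counts were reads, intervals on them would be too narrow.

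Of the 291 genes higher in AGM cells in Table S1, 12 had no count in any yolk sac cell, and 4 of these, *Adamts13*, *Gm10845*, *Adarb2* and *Mrgpra6*, were found in at least 95% of AGM cells in the paper's table; they were named after their values were seen. A difference in mapping or annotation between the datasets is a possible explanation. Predicted genes and pseudogenes made up 7.56% of the genes higher in AGM cells and 3.90% of those higher in yolk sac cells (Fisher's exact test, two-sided, p = 0.318). That test covered all listed genes and not the absent ones alone. Among the 12 absent genes 3 were of this kind, a share that was not tested. These values exclude neither a difference in mapping or annotation nor a difference between the sites. The AGM counts were not analysed here.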
